A study of Mus musculus with 6 samples.

How the data were processed

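Dorsal pancreas was dissected from control and knockout mouse embryos at embryonic day 18.5, and, per the labels' protocols, RNA was extracted with TRIzol, treated with DNase, depleted of ribosomal RNA and made into stranded libraries with a SMARTer kit that amplifies from small RNA amounts. The sample labels give 3 control and 3 knockout samples, grouped here by their titles. Per the submitters' processing notes, the tools were Trimmomatic, Salmon and DESeq2 and the genome build was GRCm38 (mm10); versions, annotation, filters and the design formula are not given in the sources used here. The series' design text describes a single-cell experiment, which is not analysed here. The deposited table carries a name that refers to Pdx1 where the series title names Dpy30, and the numerator of its fold changes is not stated.

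The authors deposited one table of test results with one row per gene and one UCSC transcript identifier per gene, with no per-library values. It holds the mean of normalized counts over all libraries (a signal averaged by the authors, from 1.06 to 161670), the log2 fold change with its error (log2 units, as deposited by the authors), a p-value and an adjusted p-value (both deposited by the authors). Of 14681 genes, 14386 had a p and 12108 an adjusted p. The 2278 genes with a p but no adjusted p all had a mean count of at most 8.15, which is the pattern of a low-count filter. Benjamini-Hochberg adjustment of the p-values of the 12108 genes gave the deposited adjusted p to within 0.000755. A gene was called at an adjusted p under 0.05.

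The deposited log2 fold changes were shrunken: 92.7% of them lay within 0.1 of 0. Unshrunken values were reconstructed here. If a Cauchy prior of a common scale was used and the likelihood is quadratic, the fold change and its posterior SD fix the unshrunken estimate and its SE. The scale that best returned the deposited p-values was 0.31. With it, the z of the reconstructed value matched that of the deposited p to a median difference of 0.01, and to within 0.1 for 90.3% of genes with a p. Reconstructed values are given only for genes within 0.1. No reconstructed size is given for the others, most of which have few reads. Deposited values are printed for some of them, such as Ttn. Why they miss the match was not tested. Members of a list with such a match and an SE of at most 1 are called well determined (5708 genes in all), and list means weight them by the inverse variance, with the larger of the model and the empirical SE; genes are not independent replicates, so these errors are too small. In a simulation of 12992 genes with 200 changed, under the same model, 100% of the 5708 well determined genes were recovered to within 0.05; this checks the arithmetic only, since the simulation assumes what the reconstruction assumes.

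Of the planned tests, the case that applied was that of a table holding only the authors' results: their calls are described as theirs, and no gene was tested again. The planned list test needs per-library values and was replaced by its preranked form, cameraPR of limma 3.58.1 in R 4.3.3, on the signed z of each gene with a p, with a preset correlation of 0.01, for lists with at least 5 members, adjusted over 30 lists by the Benjamini-Hochberg method. The correlation between genes could not be estimated without per-library values, and 0.05 and 0.1 were tried instead. On 200 permutations of the z values over 14386 genes, 3.77% of list p-values were under 0.05, and 78% of lists shifted by 1 z were called. Permuting over genes removes any correlation between list members. These rates therefore check the arithmetic only and are not error rates for lists whose members move together. The 35 gene lists (acinar, endocrine, progenitor, ductal, epithelial, stromal, vascular, blood, neural and neighbouring-organ markers, chromatin complexes and stress programmes) were fixed before the data were examined. Sex-linked genes were not tested as a list. The list of mitochondrially encoded genes (0 members in the table) was too small to test. So were those of intestine and stomach genes (4 with a p of 7 in the table), adrenal and kidney genes (3 of 4) and adipocyte genes (1 of 2). Of their members with a p, 0 were called or had an unadjusted p under 0.05 in the authors' DESeq2 test. Members without a p could not be called, so tissue of these organs in the samples stays open.

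The genes named are, by a rule fixed at the same time, Dpy30; the 6 called genes with the largest rise and the 6 with the largest fall among those above the median mean count of tested genes (91.5), leaving out genes without a plain symbol; the 2 members with the smallest p of each core list and of each other list past its test, or 1 from a list with a called member; and a fixed panel of hormones and transcription factors. Xist and Ddx3y serve only to describe sex. Some genes the rule takes are not reported here. The rule's condition that samples do not overlap could not be applied. Try4, Cela1, Rbpjl, Nr5a2, Bhlha15, Serpini2, Erp27, Aqp12, Nupr1, Rab27a, Cnbd2, Usp33, Alas2, Alb, Casc4, Stab2 and the further genes of the closing section lie outside the rule and were chosen after their values were seen, except Alb, which was chosen with its list. Gene positions are those of RefSeq on GRCm38.p6, matched by gene identifier for 99.9% of genes. Alternatives were other filters on the mean count, other thresholds, scaling on the pan-epithelial list and other forms of the list test. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.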

Results

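The study profiled the dorsal pancreas of mouse embryos at embryonic day 18.5 by RNA sequencing, in 3 control and 3 knockout samples from C57BL/6 animals. The series concerns the Trithorax group, chromatin complexes that place methyl groups on lysine 4 of histone H3, and its title names a pancreatic loss of Dpy30, a core subunit of these complexes. The sample titles say only control and knockout, and the extraction protocol names Dpy30 as the deleted gene. The single comparison in the data is therefore knockout against control shortly before birth, when exocrine and endocrine cells are maturing. The values came from the authors' deposited table of gene-level test results, which listed 14681 genes. The sum of their mean normalized counts was 3663175; the depth of each library is unknown, because the table gives one mean over all libraries. The 29 acinar digestive enzyme genes found in the table made up 14.4% of these counts. Precision followed abundance: the median standard error of an unshrunken log2 fold change was 0.32 for genes with a mean count over 1000, and 1.76 for genes with a mean count between 10 and 100.

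Neither the table nor the labels state which group is the numerator of the fold changes. Here, lower means a negative deposited fold change and higher a positive one. These words are read as lower or higher in the knockout, on the usual convention of mutant over control, and every direction below would turn if the table were made the other way round. Dpy30 did not settle this. Dpy30 (Entrez gene 66310; chromosome 17, 74299474 to 74323944, GRCm38) had a mean normalized count of only 29.4 and, in the authors' deposited table, a log2 fold change of 0.01 ± 0.22 (posterior SD; adjusted p = 1.00). Its reconstructed unshrunken value was 0.50 ± 1.66 (SE), with a 95% interval from -2.75 to 3.75. A change of several-fold either way was thus not detectable at this depth. COMPASS subunits form the H3K4 methyltransferase complexes together with Dpy30. Of 17 others listed, 14 were in the authors' deposited table, and the rest could not be examined. Of these 14, 0 were called and 0 had an unadjusted p under 0.05 in the authors' test. The subunits with the smallest p were Cxxc1, with a reconstructed log2 fold change of -0.72 ± 0.48 (SE), and Kdm6a, with -0.95 ± 0.66 (SE).

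In the authors' deposited table, 90 genes had an adjusted p under 0.05, of which 58 were lower and 32 higher, among 12108 genes with an adjusted p. At an unadjusted p under 0.05 the table was even, with 388 genes lower and 388 higher. The lower genes were led by products of exocrine and endocrine cells. Genes without a plain symbol, such as 2210010C04Rik at -3.02, were left out of the ranking that follows. By deposited fold change, the largest decreases among the more abundant genes were those of Ins2 (insulin), Cul9 (a cullin), Clps (colipase, the cofactor of pancreatic lipase), Cpa1 (carboxypeptidase A1), Chga (chromogranin A, of endocrine secretory granules) and Pnliprp1 (a pancreatic lipase-related protein). Rab27a, Cnbd2 and Usp33, also called lower at such counts, have sizes that could not be determined, so their place in this ranking is unknown. Ttn, among the largest increases below, also missed the match and is placed by its deposited value alone. When fold changes were taken relative to pan-epithelial genes, the split was 41 lower and 254 higher; this adds the same amount to every gene, and only 20 of the 41 and 207 of the 254 have a reconstructed value within the tolerance of 0.1. Of the 30 gene lists tested, 8 were lower and 8 higher. With a preset correlation of 0.1 between genes, 5 of these lower lists and 4 of these higher lists stayed past the threshold; a correlation estimated from the libraries could not be had. Whether the samples come from separate embryos is stated only in that 3 embryos of each kind were dissected, so p-values measure the spread between these samples.

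Acinar digestive enzymes had the smallest list-test p. Of its 28 members with an adjusted p in the authors' deposited table, 16 were lower, 0 were higher and 12 did not pass; adjusted over the list alone, 21 were lower and 1 was higher. The called log2 fold changes in the authors' deposited table ran from -1.12 to -3.14. Clps (Entrez gene 109791; chromosome 17, 28558210 to 28560766, GRCm38) was 8.83-fold lower, at -3.14 ± 0.27 (posterior SD; adjusted p = 1.13e-28) in the authors' deposited table. Cpa1 was 5.83-fold lower, at -2.54 ± 0.27 (adjusted p = 4.58e-18) in the same deposited table of the authors. The weighted mean over the 25 members with a well determined value was -1.58 ± 0.23 on the reconstructed log2 scale, and the list test gave an adjusted p of 5.44e-69. Try4, a trypsinogen, went the other way: its reconstructed value was 1.20 ± 0.36 (SE), its adjusted p was 0.0854 in the authors' deposited table, and it was the single member higher when adjusted over the list alone. Cela1, an elastase with a mean count of 16980, was also above 0, at 0.56 ± 0.28 (SE; adjusted p = 0.770 in the authors' deposited table). Try4 and Cela1 were named after their values were seen, and trypsinogen and amylase genes have near-identical copies among which reads can be split, so values of single copies are uncertain.

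The list of acinar transcription factors and secretory machinery passed its test downward (adjusted p = 7.95e-07), with 2 of 12 members called lower and 5 lower when adjusted over the list alone, but it was split: all 5 are secretory genes, and the 6 transcription factors had a weighted mean of 0.05 ± 0.21 on the reconstructed log2 scale. Pdia2, a protein disulfide isomerase of the acinar cell, was at -1.99 ± 0.31 (posterior SD; adjusted p = 1.42e-08) in the authors' deposited table, and Fkbp11, an endoplasmic reticulum foldase, at -1.62 ± 0.48 (adjusted p = 0.00779). These were the called members; Serpini2, Erp27 and Aqp12, the others of the 5, had reconstructed values of -1.60 ± 0.47, -1.80 ± 0.54 and -1.58 ± 0.58 (SE). Fkbp11 was not called when scaled on pan-epithelial genes, where its reconstructed value of -1.85 became -1.16. Ptf1a, the transcription factor that specifies acinar cells, had a reconstructed log2 fold change of 0.34 ± 0.93 (SE), with a 95% interval from -1.49 to 2.17. The acinar factors Rbpjl, Nr5a2 and Bhlha15 were at 0.04 ± 0.52, -0.08 ± 0.45 and 0.01 ± 0.42 (SE). The acinar injury and regeneration list passed its test upward (adjusted p = 0.000121), with 2 of 6 members higher, also when adjusted over the list alone. Its size is undetermined, with a weighted mean of 0.81 ± 1.52 over 2 well determined members: Nupr1, a stress-induced gene, went the other way, at -0.85 ± 0.37 (SE; unadjusted p = 0.0229). Reg1, a secreted lectin that acinar cells make during regeneration, was 4.31-fold higher, at 2.11 ± 0.35 (posterior SD; adjusted p = 1.29e-07) in the authors' deposited table. Reg3g was the other called member of 6 (adjusted p = 0.0273 in the authors' deposited table); it had a mean count of 25.7 and a size that could not be determined.

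Endocrine genes were lower too. Ins2 (Entrez gene 16334; chromosome 7, 142678656 to 142679726, GRCm38) was 11.0-fold lower, at -3.46 ± 0.42 (posterior SD; adjusted p = 2.95e-14) in the authors' deposited table. Gcg, which encodes glucagon, was 3.91-fold lower, at -1.97 ± 0.76 (adjusted p = 0.0389) in the authors' deposited table. Its reconstructed value of -2.41 became -1.72 when scaled on pan-epithelial genes, and it was not called there. Of the pan-endocrine genes, 18 of 19 had a negative sign and the list was lower (adjusted p = 3.27e-09). Chga at -2.50 ± 0.58 (adjusted p = 0.000274) and Chgb, the related chromogranin B, at -2.34 ± 0.65 (adjusted p = 0.00402) were its 2 called members of 17 in the authors' deposited table; 3 were lower when adjusted over the list alone. Beta cell genes were lower as a list (adjusted p = 2.89e-08), with Ins2 as the single called member of 12 and 2 members lower when adjusted over the list alone. Ins2 carries much of its size: the weighted mean over the 5 other well determined members was -0.73 ± 0.30, and the list without Ins2 still passed (adjusted p = 0.000132). Nnat, an imprinted gene active in beta cells, had a reconstructed value of -1.25 ± 0.46 (SE). The lists of alpha cell genes (adjusted p = 0.229) and of delta, PP and epsilon cell genes (adjusted p = 0.111) did not pass. Reconstructed values were -1.83 ± 0.98 (SE) for Hhex, a delta cell factor, -1.13 ± 0.82 for Sst (somatostatin) and -0.60 ± 0.94 for Ghrl (ghrelin), which was 0.10 when scaled on pan-epithelial genes. The sign change of Ghrl follows from the 0.69 that this scaling adds to every gene. Pyy (peptide YY) had an adjusted p of 0.286 and was the single member of its list lower when adjusted over the list alone, and Ppy (pancreatic polypeptide) had no p in the authors' deposited table. Insulin 1 and the beta cell factor Nkx6-1 are not analysed here.

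**Figure D1:**
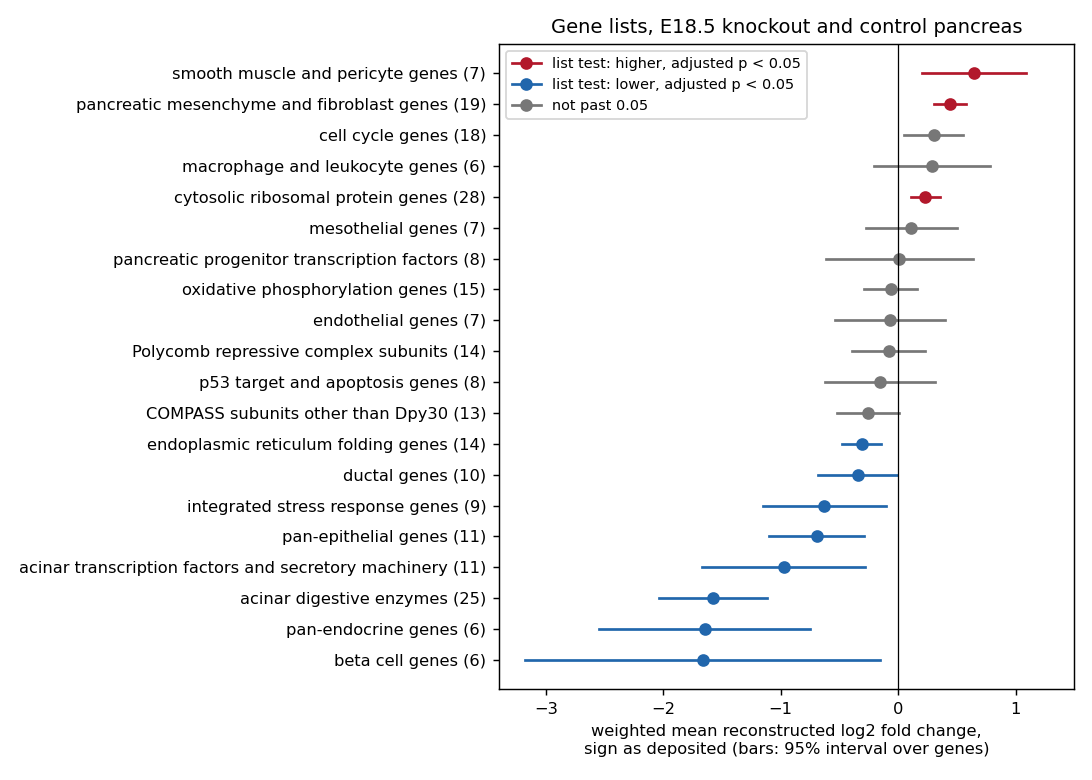
Weighted mean reconstructed log2 fold change (x axis, log2 units, sign as deposited) of the 20 gene lists with at least 6 well determined members (number in brackets), with 95% intervals over genes; colours give the list test. Beta cell, pan-endocrine and acinar enzyme genes lie lowest, with acinar enzymes at -1.58; the beta cell mean leans on Ins2 and is -0.73 without it. Mesenchyme genes lie above 0 at 0.44.

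Progenitor and endocrine precursor genes did not pass as lists. Endocrine progenitor genes had an adjusted p of 0.467, and pancreatic progenitor transcription factors an adjusted p of 0.346; 0 members of either list were called or had an unadjusted p under 0.05 in the authors' test. For both lists the mean over well determined members lay above 0 (0.30 ± 0.33 and 0.01 ± 0.32) while the list test pointed down. Neurog3, the factor that starts endocrine differentiation, had a mean count of 1.25, too low for any statement. Reconstructed values were -0.89 ± 1.10 (SE) for Pdx1, the master regulator of pancreas formation, -0.97 ± 0.58 for Sox9, a progenitor and duct factor, and -1.59 ± 0.84 for the endodermal factor Foxa3. Gadd45a (adjusted p = 0.924) and Btbd17 (adjusted p = 0.851) had the smallest p of the endocrine progenitor list in the authors' deposited table.

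Genes shared by all epithelial cells were lower as a list (adjusted p = 2.54e-05), with 17 of 18 negative and a weighted mean of -0.69 ± 0.21 over 11 members. Krt18, a simple-epithelium keratin, was the single called member, at -1.10 ± 0.29 (posterior SD; adjusted p = 0.00315) in the authors' deposited table, also when adjusted over the list alone. Ap1m2, an epithelial sorting adaptor, had a reconstructed value of -1.69 ± 0.80 (SE). Ductal genes had a weighted mean of -0.35 ± 0.17 and an adjusted p of 0.0175, which became 0.140 with a preset correlation of 0.1 and 0.199 when scaled on pan-epithelial genes; 0 of 14 were called, and 2 were lower at an unadjusted p under 0.05 in the authors' test. Pkhd1, a ductal cilium protein, had a reconstructed value of -1.66 ± 0.67 (SE). Bicc1 had an adjusted p of 0.531 in the authors' deposited table and its size could not be determined.

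**Figure D2:**
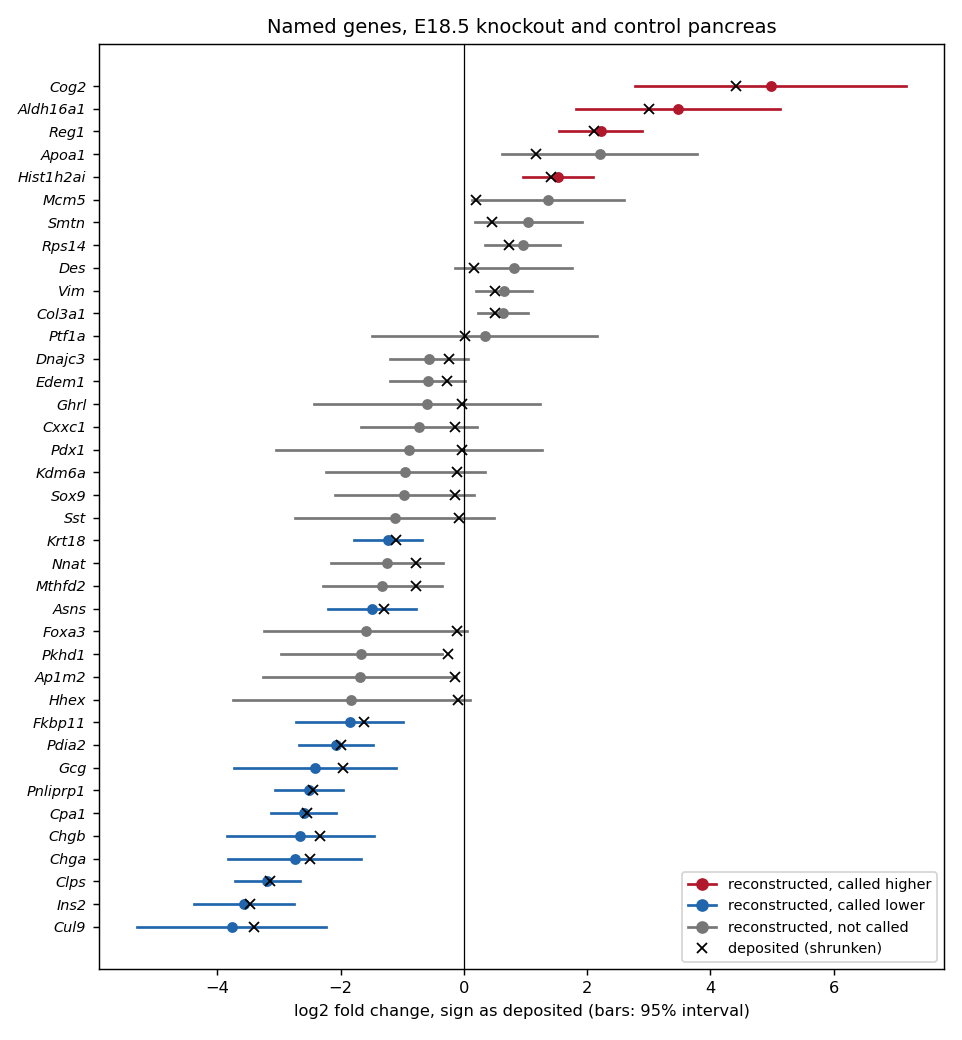
Log2 fold changes (x axis, sign as deposited) of 38 named genes whose unshrunken value could be reconstructed with an SE of at most 1.3. Circles are reconstructed values with 95% intervals, coloured by the authors' call, and crosses are the authors' deposited shrunken values; both nearly coincide for Clps and Ins2, while genes such as Pkhd1 were shrunk from -1.66 to -0.25.

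Mesenchyme and fibroblast genes were higher as a list, by a small amount. The sign was positive in 19 of 21 members, the weighted mean was 0.44 (95% interval over genes 0.30 to 0.58), and the adjusted p was 0.000121. No single member was called by the authors' DESeq2 test (0 of 21; 5 were higher at an unadjusted p under 0.05), and 2 were higher when adjusted over the list alone. Col3a1 (collagen III) had a reconstructed value of 0.63 ± 0.20 (SE) and Vim (vimentin) of 0.65 ± 0.23. Smooth muscle and pericyte genes had an adjusted p of 0.0175, or 0.136 with a preset correlation of 0.1, with Smtn (smoothelin) at 1.05 ± 0.44 (SE) and Des (desmin) at 0.81 ± 0.48. Endothelial genes (adjusted p = 0.523), mesothelial genes (0.487), neural and Schwann cell genes (0.977) and macrophage and leukocyte genes (0.249) did not pass.

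Markers of blood cells and liver differed between the groups as well. Liver genes were higher as a list (adjusted p = 3.00e-05): all 10 members with a p had a positive sign, although 0 were called and 4 were higher at an unadjusted p under 0.05 in the authors' test; 2 were higher when adjusted over the list alone. Alb (albumin) had a mean count of 3336 and an adjusted p of 0.885 in the authors' deposited table. Apoa1, a plasma apolipoprotein made by liver, had a reconstructed value of 2.20 ± 0.80 (SE), and Fgg (fibrinogen gamma) an adjusted p of 0.410 in the authors' deposited table. Erythroid genes had an adjusted p of 0.0348 (0.140 with a preset correlation of 0.1), granulocyte genes of 0.0490 (0.155) and lymphocyte genes of 0.00613 (0.0429). Scaled on pan-epithelial genes, these lists had adjusted p values of 0.191, 0.352 and 0.190. With only genes of a mean count of at least 5, granulocyte genes did not pass (0.183) and lymphocyte genes were too few to test. Gata1, a red cell transcription factor, was the single called member of these 3 lists (adjusted p = 0.0235 in the authors' deposited table), with a mean count of 29.4 and a size that could not be determined. Many members had few counts: Ngp had a mean of 35.4, Ltb of 20.8, Camp of 7.21, Cd79b of 5.24 and Rhd of 4.72. Alas2, a red cell heme enzyme with a mean count of 548, had a reconstructed value of 0.40 ± 0.53 (SE) and was not called.

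Among general cell programmes, endoplasmic reticulum folding genes were lower (weighted mean -0.31 ± 0.08, adjusted p = 0.00464), with 14 of 15 negative and 0 called or past an unadjusted p of 0.05 in the authors' test. With a preset correlation of 0.1 the adjusted p was 0.0751, and scaling on pan-epithelial genes turned the direction of the list (adjusted p = 0.287). That scaling adds 0.69 to every gene, more than the size of the list mean, so the turn shows little about the list. Edem1 and Dnajc3, which act in protein quality control, had reconstructed values of -0.59 ± 0.31 and -0.56 ± 0.32 (SE), which became 0.11 and 0.13 when scaled on pan-epithelial genes. These sign changes follow from the added constant and do not test the 2 genes. Integrated stress response genes were lower (adjusted p = 0.00600; 0.0739 with a preset correlation of 0.1 and 0.199 when scaled on pan-epithelial genes). Asns, asparagine synthetase, was the single called member of 12, at -1.29 ± 0.40 (posterior SD; adjusted p = 0.0105) in the authors' deposited table, and 2 members were lower when adjusted over the list alone. Neither Asns nor the keratin Krt18 was called when scaled on pan-epithelial genes. Their reconstructed values of -1.49 and -1.23 became -0.80 and -0.54 on that scale. Krt18 is one of the 11 genes that set this scale, so the loss of its call is partly built in. Mthfd2, a mitochondrial folate enzyme, had a reconstructed value of -1.32 ± 0.50 (SE). Cytosolic ribosomal protein genes were higher by 0.23 ± 0.06 (adjusted p = 0.0126; 0.188 with a preset correlation of 0.1), with Rps14 at 0.96 ± 0.31 (SE). Cell cycle genes (adjusted p = 0.249), COMPASS subunits (0.187), Polycomb subunits (0.897), p53 targets (0.977), oxidative phosphorylation genes (0.782) and immediate-early genes (0.487) did not pass. Mcm5, a replication helicase subunit, had a reconstructed value of 1.37 ± 0.63 (SE), and Tyms (thymidylate synthase) an adjusted p of 0.939 in the authors' deposited table. The median and the test differed in sign for the endothelial, Polycomb, p53 and oxidative phosphorylation lists.

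The largest increases among the more abundant genes were those of Scn8a (a voltage-gated sodium channel), Ttn (titin), Cog2 (a Golgi tether), Aldh16a1 (an aldehyde dehydrogenase), Reg1 and Hist1h2ai (a histone H2A). Scn8a was at 8.55 ± 1.47 (posterior SD; adjusted p = 3.07e-07) and Ttn at 6.04 ± 1.00 (adjusted p = 2.68e-07) in the authors' deposited table, with mean counts of 173 and 193. Cog2 was at 4.41 ± 1.20 (adjusted p = 0.00269) and Aldh16a1 at 3.00 ± 0.92 (adjusted p = 0.00884) in the authors' deposited table. Hist1h2ai was at 1.41 ± 0.30 (adjusted p = 8.22e-05) in the authors' deposited table, with a mean count of 2550, and shares near-identical sequence with other histone genes. On the lower side Cul9 was at -3.41 ± 0.82 (adjusted p = 0.000687) in the authors' deposited table, with a mean count of 131. Of the called genes with a mean count under 150, 25 were higher and 18 lower. The sizes printed for these genes were uneven between the signs: 20 called genes had a deposited log2 fold change above 4 and 0 below -4, while 17 lower and 7 higher called genes had a deposited size under 0.35. For those 24 genes the authors' test gives a sign and a p, but the deposited fold change does not measure the size. Most of the 20 called genes above 4 also missed the match of the reconstruction, among them Stab2, Fam120c, Cyp2c68, Hgfac and Ttn. Their large values are the deposited ones only, and their sizes could not be determined either. Scn8a and Cog2 were among those that met the match.

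**Figure D3:**
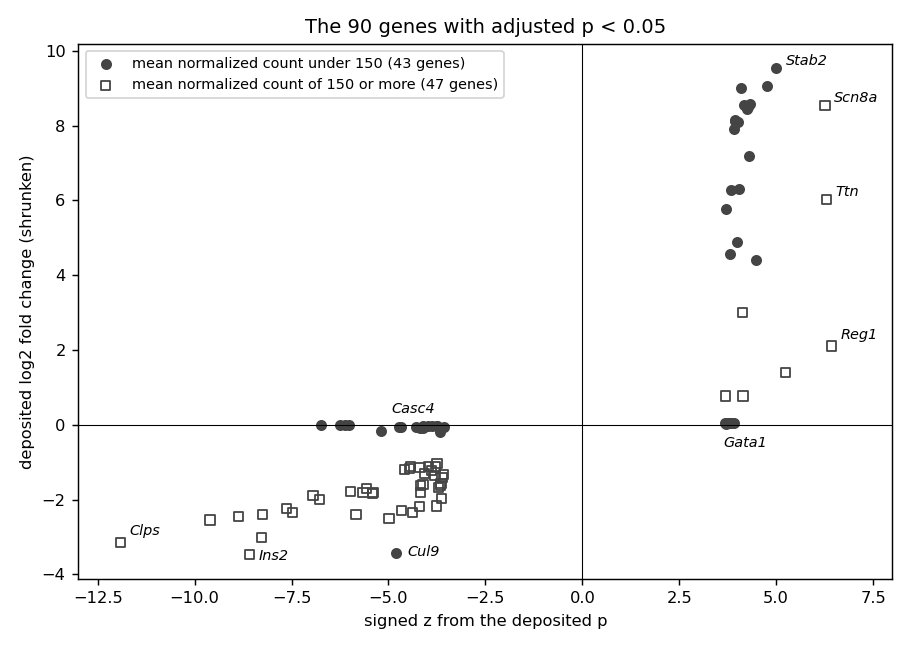
Deposited shrunken log2 fold change (y axis) against the signed z computed from the deposited p (x axis) for the 90 called genes; filled circles have a mean normalized count under 150 and open squares one of 150 or more. The 17 lower genes with near-zero fold changes, such as Casc4, have z values like those of the higher genes at 4 to 9.53 on the log2 scale, such as Stab2.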

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

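All alternatives other than the filters at no minimum and at a mean count of 5 and the scaling on epithelial genes were chosen after seeing the data; the scaling was planned on library values and was carried out on reconstructed fold changes. The 32 higher genes became 9 at a mean count of at least 100, 54 at an adjusted p under 0.1, 15 under 0.01 and 254 when scaled on pan-epithelial genes, which adds 0.69 to every reconstructed log2 fold change; each follows from the alternative's own construction (fewer genes, another threshold, a shift). The 58 lower genes stayed within 1.5 times under each alternative that was run (39 to 75; 41 on the epithelial scale, of which 36 were among the 58). The epithelial scale also uses reconstructed values outside the tolerance of 0.1 (only 20 of the 41 lie within it). The 8 higher lists became 6 at a mean count of at least 5 (without granulocyte and lymphocyte genes), 4 with a preset correlation of 0.05 and 4 with 0.1. The 8 lower lists became 5 on the epithelial scale, 5 with a preset correlation of 0.1 and 5 against random lists matched on mean count. The acinar enzyme, acinar secretory, pan-endocrine, beta cell and pan-epithelial lists passed in each. Of these settings, only the preset correlation of 0.1 allows for more correlation between list members. Random lists do not keep such correlation, so passing against them speaks to mean count only. The epithelial scale adds 1 constant to every gene in a test that ranks lists against all genes, so passing or failing there shows little. The beta cell list also passed without Ins2. A larger preset correlation widens the test by construction; for random lists the cause was not tested. Of 41 named genes with a reconstructed value, 28 kept sign and call on the epithelial scale, 4 lost and 6 gained a call, and 3 uncalled genes changed sign: Edem1 (0.11), Dnajc3 (0.13) and Ghrl (0.10). No named gene that kept a value changed its call under the filters or the reconstruction; Gata1 and Reg3g fall out at a mean of 100, and with Ttn have no reconstructed value. Dpy30 was uncalled under each alternative that gave it a value. No paired analysis was possible because the table holds no per-library values. For the same reason the planned size-factor and upper-quartile scalings, scaling without acinar enzymes, other gene tests, pseudocounts, leaving out each replicate, list tests with an estimated correlation and other splits of the samples could not be run, so no call was tested here against a single deviating library. Whether the authors' test had a filter of its own for such libraries is not stated. It gave no p for 295 genes, among them Xist with a mean count of 2831, and the reason was not tested. Low counts limit most hormone, progenitor and blood genes.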

Other observations

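The tests on the fold-change sizes (few reads, shrinkage) and the tests on acinar transcription factors and on endocrine against epithelial genes were chosen only after the result was seen, as was the limit of the cholesterol contrast to unseen genes, and the 3 added gene lists were drawn up after some of their members had been seen. Genes of cholesterol synthesis were lower together. In the authors' deposited table Cyp51, a sterol demethylase, was at -1.62 ± 0.61 (posterior SD; adjusted p = 0.0360) and Insig1, a sterol sensor, at -1.23 ± 0.41 (adjusted p = 0.0191). Srebf2, the transcription factor of the pathway, did not pass, at -0.99 ± 0.37 (adjusted p = 0.0503) in the authors' deposited table. Adjusted over the list alone, 7 of 23 members were lower and 0 higher, but 6 of these 23 had been seen among the lower genes beforehand. Of the 17 others, 11 had a negative sign, and limma's cameraPR gave p = 0.0025 (adjusted p = 0.00374 over the added lists; p = 0.0152 with a preset correlation of 0.05). Among those 17, Dhcr7 had a reconstructed log2 fold change of -2.12 ± 0.80 (SE) and Hmgcs1 one of -1.19 ± 0.50, neither called. A lower share of epithelium stays open. The whole list, on which the test was planned, lay below pan-epithelial genes by a weighted mean of -0.503 ± 0.246, little over 2 SE, but it holds the 6 genes picked for being lower; the 9 well determined genes of the 17 differed by only -0.155 ± 0.295. A lower pathway in the cells themselves stays open too.

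Some imprinted growth genes and histone genes were higher. Igf2, a fetal growth factor, was at 0.77 ± 0.22 (posterior SD; adjusted p = 0.00845) and Dlk1, a surface protein of fetal tissues, at 0.78 ± 0.26 (adjusted p = 0.0335) in the authors' deposited table. Of the 13 imprinted genes not seen beforehand, 10 had a positive sign (limma's cameraPR p = 0.012; 0.0358 with a preset correlation of 0.05). Over 13 well determined members, seen ones included, the weighted mean was 0.38 ± 0.12, beside 0.44 ± 0.07 for mesenchyme genes, which were higher as a list too. Nnat, also imprinted, went the other way, with a reconstructed value of -1.25 ± 0.46 (SE). Of 48 histone genes other than Hist1h2ai, 38 had a positive sign (limma's cameraPR p = 7e-05; 0.00840 with a preset correlation of 0.05). Near-identical histone copies share reads, so these 48 values are not independent.

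For the lower acinar enzymes, a lower share of all epithelium as the whole cause is argued against by the values: they lay below pan-epithelial genes by -0.886 ± 0.313 and below ductal genes by -1.23 ± 0.29 on the reconstructed log2 scale. For endocrine genes it stays open: pan-endocrine genes differed from pan-epithelial genes by -0.953 ± 0.503, under 2 SE, and beta cell genes without Ins2 by -0.0366 ± 0.365. The pan-epithelial mean rests on 11 genes, of which Krt18 was the single called one, and these differences without Krt18 were not tested. Dilution by mesenchymal, vascular and immune cells alike is argued against more weakly, since mesenchyme and endothelial genes moved apart by 0.512 ± 0.249, little over 2 SE with errors that treat genes as independent, while leukocyte genes lay within 1 SE of mesenchyme genes (0.151 ± 0.260). Fewer acinar cells as the whole cause of the lower enzymes is argued against: enzymes lay below the 6 acinar transcription factors by -1.63 ± 0.314, and below the 4 most restricted to acinar cells by -1.59 ± 0.346, unless factor RNA per cell rose, which was not tested. A partial loss of acinar cells, fewer beta cells and less product per cell stay open, as does the knockout, the biological difference the design names, which without library values was not tested apart from differences between single libraries.

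The very large positive fold changes came mostly from genes with few reads: the 20 called genes above 4 on the log2 scale had a median mean count of 37.4, against 542 for the other called genes, though Cog2 (mean count 103), Scn8a (173) and Ttn (193) lay above the median of tested genes (91.5). The lack of equally large negative changes may come from shrinkage, which stays open: of the 25 higher and 18 lower called genes under a mean count of 150, 18 lay above 4 and 0 below -4, 17 lower and 7 higher ones had deposited sizes under 0.35, and Cul9, at -3.41 in the authors' deposited table, went against this division, with limits that were set from the pattern itself. The median absolute z was 4.20 for the 17 and 4.07 for the 18, at median mean counts of 41.8 and 36.7. Liver tissue in one group is a candidate explanation for part of the higher genes, such as Hgfac, Cyp2c68 and Rdh7: 7 liver list members with a reconstructed value had a weighted mean of 1.8 ± 0.423. Liver tissue as the explanation stays open. Alb, with a mean count of 3336, was not called (adjusted p = 0.885), but its sign was positive, as for all 10 liver list members with a p. The missing call therefore does not show that Alb was unchanged. Ces1c and Cyp2c40, of liver enzyme families, were lower (adjusted p = 1.66e-08 and 6.85e-07 in the authors' deposited table), and the table does not give library values.

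Sex was not given in the labels. The Y-linked genes Ddx3y, Kdm5d and Uty all had a negative sign in the authors' deposited table. Ddx3y had an unadjusted p of 0.0134 and an adjusted p of 0.490 there, and was lower when adjusted over the list of sex-linked genes alone, so a difference in sex between the groups stays open. Xist, with a mean count of 2831, had no p.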
